A study of Mus musculus with 15 samples.

How the data were processed

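Crym-EGFP mice carry a bacterial artificial chromosome transgene of the GENSAT type in which Crym sequence drives enhanced green fluorescent protein. Pups were fostered to CD-1 females at embryonic day 18.5 and, per the labels, about 4 kidneys were pooled for each sample, minced, dissociated with trypsin and sorted by fluorescence. RNA was amplified in 1 round with the WT-Ovation Pico kit, labelled with biotin and hybridised to Affymetrix Mouse Gene 1.0 ST class arrays, which measure transcripts along their whole length with 1 colour. The sex of the animals is labelled unknown, and the gate that would separate renal vesicle cells from cap mesenchyme cells is not given in the sources used here.

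The authors deposited 1 table with 35557 probe sets and 15 samples, made with Affymetrix Expression Console per the labels. Its version and the summarization algorithm are not given in the sources used here. The deposited values lie between 2.38 and 13.76 with similar medians and are on a log2 scale by their range. Background correction and centring are not stated. Where the values of dim genes still hold background their folds would be understated, and this was not tested. The values were used as deposited, with no further normalization in the main setting. No scanner files were used here.

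Probe sets were named through the platform table. Of the 35557, 21789 had 1 gene symbol, 1621 had several and 12147 were not listed there and stay unnamed. Of the first, 21698 matched a current gene by identifier, and 0 symbols changed. Probe sets with several symbols or none entered no comparison of genes. For the 999 of 19938 genes with several probe sets, the one with the highest mean stood for the gene. The other probe sets of the named genes Wnt4, Fat3, Mecom and Etv1 moved in the same direction as the one used. The second probe sets of Kif14 (mean 4.46) and Ppargc1a (mean 4.78) are dim and moved little. Genes above the median of all values (log2 6.86) in at least 3 arrays were kept, which left 11885.

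Samples were grouped by the day and source in their labels, 3 for each of P0, P1, P2, P3 and P4. The replicate number is that of the sample title, where the first replicate of each day carries none and was taken as 1. The tests were those of limma 3.58.1 in R 4.3.3. A linear model with a mean for each of the 5 days was fitted to all 15 samples, so that the groups share one estimate of the spread, followed by empirical Bayes moderation (eBayes) and Benjamini-Hochberg adjustment over the genes kept, with a threshold of 0.05 on the adjusted p. All tests were two-sided. The contrasts were P4 against the mean of the P0 to P3 means, P4 against P3, P4 against the value at day 4 of the least squares line through P0 to P3, the slope over P0 to P3 per day, an F test of any difference among P0 to P3, P3 against P0, and each adjacent pair of days. Folds are 2 to the power of the absolute log2 difference, and rises and falls are named from its sign.

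Gene lists for 26 cell types, pathways and responses were written before the data were examined, as were the tests, the contrasts, the rule for named genes and the first set of alternative settings. They are cap mesenchyme, renal vesicle and pretubular aggregate, proximal tubule, loop of Henle and distal tubule, podocyte, ureteric bud and collecting duct, stroma and interstitium, endothelial, erythroid and macrophage cells, G2/M and S phase of the cell cycle, Wnt targets, Notch, FGF and BMP genes, epithelial junction and polarity, mesenchymal genes, fetal growth genes, immediate-early genes, glycolysis, mitochondrial and fatty acid oxidation genes, interferon response, Hox genes, hormone signalling, and sex-linked genes. The sex-linked list was left out of the set tests and serves to describe samples. Some genes are in more than 1 list. Each list was tested with camera, which compares its genes with all others, with the preset correlation between genes of 0.01, and again with the correlation estimated from the data, and with fry, which asks whether its genes move one way on balance. Adjustment was over the 25 lists tested.

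The genes named are Crym, Six2, Cited1, Wnt4, Lhx1, Pax8 and Jag1 in any case. To these come the 10 largest rises and falls that pass in P4 versus cap mesenchyme and in the slope, leaving out genes with clone, Gm, LOC or accession names, and the 3 largest of each in the other contrasts. From each list up to 4 members with the smallest p are named and, where no gene passes, the 3 with the smallest p. Genes singled out beyond this rule were chosen after their values were seen, and the text says so there.

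Whether replicate numbers pair the samples was checked by correlating the deviations of same-numbered samples from their group means. For every contrast but P4 versus cap mesenchyme each pair had a correlation over 0.1 (18 of 18 pairs among P0 to P3, lowest 0.138), and the numbers were taken to pair the samples. Over all 5 days it was 29 of 30 pairs, with 0.0782 as the lowest. The check does not set numbers 2 and 3 apart in every contrast. Between these numbers the median correlation across days was 0.375 for the slope and 0.589 for P1 versus P0, against 0.0463 for P3 versus P0. For the slope 7 of 12 samples correlated best with their own number, and for P1 versus P0 2 of 6. It was 6 of 6 for P4 versus P3 and for P3 versus P0. List tests for P4 versus P3, the departure from the line and adjacent days were also added after the data were seen. The first replicates stand apart in the interquartile range, on the first principal component and in their best correlations, though not in the median or on later components. This array set was used as a block in settings added after the data were seen.

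The alternatives were no filter and a stricter filter (75th percentile, 5978 genes), quantile normalization and median centring, the mean of the probe sets of a gene, a trended and robust prior, array weights (with statmod 1.5.0, and the weights did not fully converge), the replicate number as a block, only the groups of the contrast in the fit, and leaving out each of the 15 samples in turn. Added after the data were seen were the array set as a block, only replicates 2 and 3, the Xist level of each sample as a covariate (with Xist itself left out of that fit), slopes over P0 to P2 and over P1 to P3, and the set test with both a block and an estimated correlation. The alternative of adding 16 before taking logs was not applicable to log2 values.

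The fit was tested on simulated data made from the real means and spread, with 1 run for each comparison, so the percentages are rough. For P4 versus cap mesenchyme, of 50 genes changed by each size, 44% were called in the right direction at a log2 change of 0.5, 88% at 1, 96% at 1.5 and all at 2, and 1.80% of calls were false, over 11885 genes. With the array set as a block 76% were called at 0.5, with 4.12% false calls, and with the replicate number as a block 4.66% of calls were false. For the slope, 42% were called at 0.2 per day, 62% at 0.3, 90% at 0.4 and 98% at 0.5, with 2.67% false calls, 4.32% with the array set as a block and 6.88% with the replicate number. For P4 versus P3 false calls were 0.690% with no block, 8.20% with the array set and 7.73% with the replicate number, and for P3 versus P0 0%, 3.45% and 2.40%. In this run the share of false calls lay above 0.05 for P4 versus P3 with either block and for the slope with the replicate number, and whether the real blocked counts hold more false calls than the threshold allows stays open. In camera a glycolysis list raised by 0.4 was called, and 0 of 24 other lists were. Made from means and spread, this run cannot show how often lists are called falsely when genes are correlated. In the real data, random labellings that called 0 genes for P4 versus cap mesenchyme called from 0 to 16 lists. For relabelled samples, 100 labelings, the real one included, were drawn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.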

Results

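Kidney cells that carry the Crym-EGFP reporter were sorted from newborn CD-1 mice on each day from P0 (postnatal day 0) to P4, and their transcripts were measured on whole-transcript microarrays. In this reporter, a bacterial artificial chromosome transgene, regulatory sequence of Crym drives green fluorescent protein. There were 15 samples, 3 for each day, and each was a pool of about 4 kidneys. The 12 samples of P0 to P3 are labelled cap mesenchyme, the nephron progenitors that surround the tips of the branching ureteric bud. The 3 samples of P4 are labelled renal vesicle, the first epithelial structure that the progenitors form. The design text of the series speaks of cap mesenchyme on all 5 days. The P4 label is used here as the samples carry it, and compartment and age change together at P4. Nothing in the labels says that the 3 pools of a day came from separate litters, so the p-values measure the spread between these samples.

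The deposited values are on a log2 scale, with medians per array between 6.80 and 6.92, and the number of arrays limits the precision of every difference. The first replicates of the 5 days stood apart from the others. They lay on one side of the first principal component, which held 35.3% of the variance. Their interquartile ranges were 2.14 to 2.27, against 2.52 to 2.77 in the other replicates. With the day in the model, 5048 of 11885 genes differed between them and the other replicates. Each of the 5 correlated best with the first replicate of another day. Comparisons are therefore also given with this array set as a block and within replicates 2 and 3. The second component (26.0%) ran from P0 and P1 to P4, and P3 replicate 3 stood alone on the third (11.2%).

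**Figure D1:**
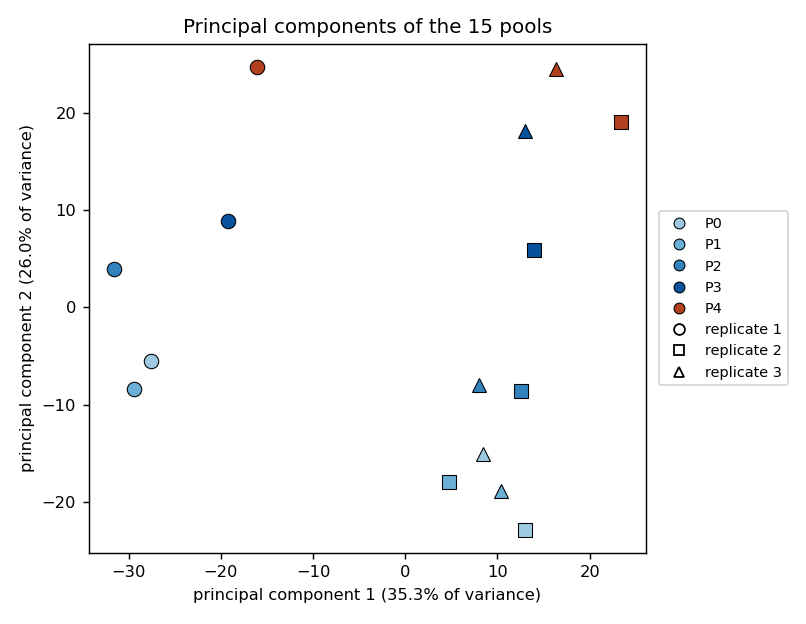
Each point is 1 of the 15 pools, placed by its scores on the first (horizontal, 35.3% of the variance) and second (vertical, 26.0%) principal components of the filtered log2 values, with colour for the day and shape for the replicate. The 5 first replicates lie at the left, and the P4 pools have the highest second component in both array sets.

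The first question was how the P4 cells, labelled renal vesicle, differed from the cap mesenchyme of P0 to P3. Crym itself, which encodes the thyroid hormone binding protein mu-crystallin, fell 11.8-fold, from a mean of 11.37 over the cap mesenchyme days to 7.80 ± 0.16 (SD) at P4. The log2 difference was -3.57 (SE 0.14, limma adjusted p = 3.9e-09). The cells were sorted on a Crym reporter and the gate is not given. In this and every later comparison the sort may therefore set part of the Crym level, which was not tested. Crym is also a member of the cap mesenchyme list. Other genes of the nephron progenitor state fell with Crym. Six2, the transcription factor that keeps progenitors undifferentiated, fell 4.44-fold and Meox1 6.84-fold. Itga8, an integrin subunit needed for the mesenchyme to signal to the bud, fell 4.78-fold and Eya1 4.15-fold. In each of these genes all 3 P4 samples lay below all 12 cap mesenchyme samples. Cited1 fell by 1.87 on the log2 scale (SE 0.37, adjusted p = 0.0059), with 1 of 3 P4 samples below every cap mesenchyme sample. Of the 24 measured genes of the cap mesenchyme list, 15 fell and 9 did not pass, and adjusted over the list alone 17 fell. The list as a set was lower at P4 (camera, adjusted p = 1.3e-28, adjusted p = 0.0322 with an estimated correlation).

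Genes of the renal vesicle moved the other way. Jag1, a Notch ligand of the forming nephron, rose 4.93-fold to 10.49 ± 0.23 (SD), and Lhx1, a transcription factor that the renal vesicle needs to develop further, rose 4.47-fold to 10.25 ± 0.68. Emx2 rose 5.06-fold and the cadherin Cdh6 3.34-fold. The adjusted p of these 4 genes in limma lay between 4.05e-06 and 0.0010. Of the 20 measured genes of the renal vesicle and pretubular aggregate list, 15 rose, 1 fell and 4 did not pass. Adjusted over the list alone, 16 rose and 1 fell. The gene that fell, Pla2g7, is named for that reason, after its value was seen (log2 -0.78, adjusted p = 0.0101, and 0.103 without P4 replicate 3). The list was higher at P4 (adjusted p = 1.5e-19), with adjusted p = 0.0579 with an estimated correlation and 0.0068 when the array set was a block as well. Wnt4, the signal that starts the mesenchymal to epithelial change, was higher by 0.56 (SE 0.16, adjusted p = 0.0495). That call ended without any of 11 samples (P0 replicates 2 and 3, every P1 replicate, P2 replicates 1 and 3, P3 replicates 1 and 2, P4 replicates 2 and 3), with adjusted p from 0.0138 to 0.314 over the samples left out. Pax8 differed by 0.92 (SE 0.33) and did not pass (adjusted p = 0.15), but it did with the array set as a block (adjusted p = 3.1e-06).

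Epithelial genes were higher at P4. Cdh1 (E-cadherin) rose 3.49-fold, Epcam, an epithelial adhesion molecule, 2.04-fold, and Lama1, a laminin chain of early epithelial basement membranes, 5.6-fold. Of 21 measured genes of junctions and polarity, 12 rose and none fell, and 15 rose adjusted over the list alone. The list was higher (adjusted p = 2.4e-22, adjusted p = 0.0041 with an estimated correlation). Some genes of nephron segments were higher as well. In the loop of Henle and distal tubule list, 4 of 10 rose and 1 fell (6 and 1 adjusted over the list alone), with adjusted p = 5.2e-07, and adjusted p = 0.0322 with an estimated correlation, but the call was lost when the array set was a block as well (0.0654). Tfap2b rose 5.33-fold, Mecom 3.74-fold, Tmem52b 2.88-fold and Irx3 1.58-fold. Ppp1r1a, named after its value was seen, fell by 0.74 (adjusted p = 0.0496), a call lost without any of 11 samples, all but the first replicates of P0, P1 and P2 and P4 replicate 3 (up to 0.288). In the podocyte list 4 of 13 rose, 4 adjusted over the list alone, led by Dach1 (2.42-fold) and Npnt (1.97-fold). The call of Podxl ended without P4 replicates 2 or 3 (up to 0.132). That of Plce1 ended without P1 replicates 1 or 2, P3 replicate 1 or any P4 replicate (up to 0.220). The podocyte list had adjusted p = 1.1e-04, and adjusted p = 0.123 with an estimated correlation (0.0083 with the block as well). In the proximal tubule list 2 of 12 rose, 2 adjusted over the list alone, among them the endocytic receptor Lrp2 (1.57-fold). The call of Slc22a6 in this list ended without any P4 replicate (up to 0.201). That list had adjusted p = 0.0089, adjusted p = 0.216 with an estimated correlation, and 0.0731 without P4 replicate 1.

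**Figure D2:**
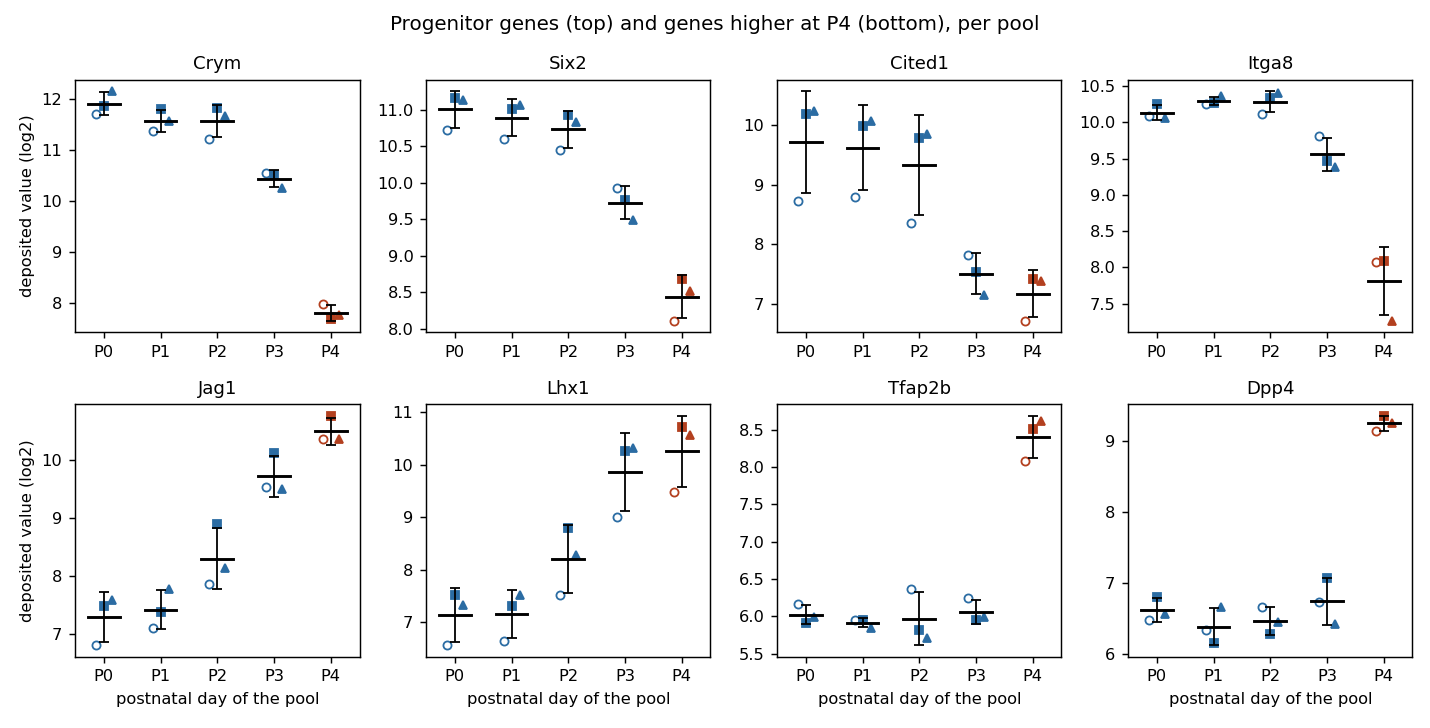
Deposited log2 values (vertical axis) of 8 genes in each pool by postnatal day (horizontal axis), with first replicates as open symbols, squares and triangles for replicates 2 and 3, black lines for the mean and bars for the SD of the 3 pools of a day. Crym falls from a mean of 11.91 at P0 to 7.80 at P4, whereas Tfap2b is at 6.02 at P0 and 6.06 at P3 and at 8.40 at P4.

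Some Wnt targets and Notch pathway genes were higher at P4. In the Wnt list 5 of 12 rose, 5 adjusted over the list alone, led by the transcription factor Lef1 (2.39-fold), the Wnt inhibitor Dkk1 (3.23-fold) and Lgr5 (1.89-fold). The list had adjusted p = 5.1e-08, and adjusted p = 0.12 with an estimated correlation (0.0068 with the array set as a block as well). In the Notch list 5 of 18 rose, 6 adjusted over the list alone, among them the ligands Jag1 and Dll1 (1.84-fold). Lef1, Dkk1, Jag1 and Dll1 are also in the renal vesicle list, so these lists are not separate evidence. The calls of Notch1 and Lfng ended without P4 replicates 2 or 3, at adjusted p up to 0.0725 and 0.167. The Notch list had adjusted p = 1.9e-04, and adjusted p = 0.3 with an estimated correlation (0.0246 with the block). In the BMP response list 2 of 13 rose (4 up and 1 down adjusted over the list alone), with adjusted p = 0.0087, and adjusted p = 0.374 with an estimated correlation. Bmp4 rose 2.05-fold (adjusted p = 0.0047, and 0.0509 without P4 replicate 2). Id4 rose 1.40-fold (adjusted p = 0.0494), a call lost without any of 12 samples, all but P1 replicate 2, P2 replicate 1 and P3 replicate 2 (up to 0.184). In the FGF response list 4 of 19 fell and 1 rose, the same counts as adjusted over the list alone. The FGF response list did not pass (adjusted p = 0.0547), but it did on leaving out any of 4 samples (down to 0.0176). The call of Fgf10 ended without P4 replicate 2 (0.0532) and that of Spry1 without P4 replicates 2 or 3 (up to 0.0994). Etv1, a transcription factor induced by FGF signals, fell by 1.35 and the ligand Fgf20 by 0.84.

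Some stromal and fetal growth genes were lower at P4. In the stroma and interstitium list 4 of 20 fell, 4 adjusted over the list alone, and they carry a mean of -0.23 against a median of -0.03. These were the transcription factors Meis2 (2.60-fold), Meis1 (1.72-fold) and Foxd1 (1.68-fold) and the matrix protein Tnc (2.08-fold). The list had adjusted p = 0.0087, and adjusted p = 0.323 with an estimated correlation. Fetal growth genes fell in 3 of 17, 4 adjusted over the list alone, led by the imprinted gene Mest (1.71-fold). The calls of the list members Hmga2 and Peg10 ended without P4 replicates 2 or 3, and that of Hmga2 also without P4 replicate 1. Their adjusted p reached 0.130 and 0.168. The fetal growth list had adjusted p = 7.9e-04, and adjusted p = 0.123 with an estimated correlation. In the Hox list 4 of 17 fell and 1 rose (6 and 1 adjusted over the list alone). Hoxd10 fell 1.35-fold and Hoxd8 rose 1.62-fold. The call of Hoxa11 ended without P4 replicates 1 or 3 (up to 0.0726) and that of Hoxa5 without P4 replicate 3 (0.137). The Hox list had adjusted p = 0.0036, adjusted p = 0.377 with an estimated correlation, and 0.0587 without P4 replicate 1. In the glycolysis list Pdk1, which holds pyruvate back from the mitochondria, fell 2.11-fold and was the only one of 16 to pass. Adjusted over the list alone 2 fell, and 4 with the array set as a block. That list had adjusted p = 3.7e-04, and adjusted p = 0.13 with an estimated correlation.

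Both cell cycle lists lay above the mean of the 4 cap mesenchyme days at P4 but below their P3 level. The G2/M list was at -0.69 at P1, 0.42 at P3 and 0.30 at P4, so the shift rests in part on the dip at P1. The S phase list was at 0.13 at P3 and 0.10 at P4. Of 24 G2/M genes 3 rose, 10 adjusted over the list alone and 15 with the array set as a block. The G2/M list had adjusted p = 6.3e-10, and adjusted p = 0.216 with an estimated correlation. The 3 genes were the cytokinesis genes Kif23 (1.45-fold) and Prc1 (1.58-fold) and the centromere protein gene Cenpf (1.36-fold). The calls ended without P4 replicate 2 for Kif23 (adjusted p = 0.0596), without P4 replicates 2 or 3 for Prc1 (up to 0.155) and without P4 replicates 1 or 2 for Cenpf (up to 0.202). No S phase gene passed in limma (2 of 24 at unadjusted p under 0.05, none adjusted over the list alone), but 1 rose with the array set as a block. The S phase list passed at adjusted p = 0.0352, with adjusted p = 0.546 with an estimated correlation. It was lost without P0 replicate 3, P1 replicate 2, P2 replicate 1 or P4 replicates 1 or 2 (up to 0.275).

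Of the lists for other cells of the kidney, those of the ureteric bud, endothelial, erythroid and macrophage cells did not pass. On leaving out 1 sample, the ureteric bud list (adjusted p = 0.0055) and the erythroid list (0.0299) each passed in 1 case. In the ureteric bud list the transcription factor Gata3 rose 3.67-fold, alone of 10 (1 adjusted over the list alone, list adjusted p = 0.0985). In the endothelial list 1 of 4 fell (1 adjusted over the list alone, list adjusted p = 0.427), and its mean of -0.21 and median of 0.00 differ in sign. That gene, Ramp2, fell by 0.92 (adjusted p = 0.0447), a call lost without any of 11 samples, all but the first replicates of P0, P1 and P2 and P3 replicate 3 (up to 0.195). In the erythroid list 1 of 6 rose (1 adjusted over the list alone, list adjusted p = 0.178). This was Car2, higher by 0.46 (adjusted p = 0.0307), lost without P1 replicate 2, P2 replicates 2 or 3 or P4 replicates 1 or 3 (up to 0.246). No macrophage gene passed in limma (1 of 3 at unadjusted p under 0.05, 1 adjusted over the list alone, list adjusted p = 0.273).

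Further lists did not pass either, though the mesenchymal list did in 1 case of leaving out a sample (adjusted p = 0.0433). In the mesenchymal list 4 of 18 fell and 1 rose (5 and 3 adjusted over the list alone, list adjusted p = 0.135). Tgfbi, a matrix protein, fell 3.94-fold and the cadherin Cdh11 2.35-fold, whereas Fstl1 rose 2.28-fold. Among immediate-early genes, which cell dissociation can induce, Ccn1 rose by 1.03, alone of 21 (2 up and 1 down adjusted over the list alone, list adjusted p = 0.273). Among mitochondrial and fatty acid oxidation genes Ppargc1a rose by 0.89, alone of 19 (1 adjusted over the list alone, list adjusted p = 0.796). Both calls were lost without P4 replicates 2 or 3, at adjusted p up to 0.115 and 0.194. In the hormone signalling list Igfbp5 fell by 1.29, alone of 14 (1 adjusted over the list alone, list adjusted p = 0.571), a call lost without P4 replicate 3 (0.0568). No interferon response gene passed in limma (2 of 6 at unadjusted p under 0.05, 1 up and 1 down adjusted over the list alone, list adjusted p = 0.294).

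Over all genes, the largest rises beside the list members above were in ccdc198, a gene for a coiled-coil domain protein, Dpp4, a cell surface peptidase, the noncoding RNA Pantr1 and the fatty acid binding protein Fabp7. The gene ccdc198 rose 6.95-fold (log2 2.80, SE 0.20, adjusted p = 1.4e-06), from a mean of 5.66 over the cap mesenchyme days to 8.46 at P4. Dpp4 rose 6.53-fold (log2 2.71, SE 0.14, adjusted p = 9.1e-08), Pantr1 6.46-fold, Fabp7 6.28-fold, Tspan8 5.03-fold and Tfap2a 4.8-fold. The largest falls outside the lists included the cytokine Il33 (5.8-fold), Cped1 (5.23-fold), Olfr1372-ps1 (4.9-fold) and the hyaluronan synthase Has2 (4.8-fold). Xist, the RNA that silences one X chromosome in female cells, had the largest difference of all, -4.25 (SE 1.10, adjusted p = 0.0342). It was low in all 3 P4 samples and also in P0 replicate 1 and P1 replicate 2. Its call ended without any of 8 samples (P0 replicates 2 and 3, P1 replicate 3, P2 replicate 3, P3 replicate 1 and every P4 replicate), with adjusted p from 0.0028 to 0.159 over the samples left out.

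Of 11885 genes tested with limma, 681 differed between P4 and cap mesenchyme, 405 higher and 276 lower, of which 140 and 78 differed 2-fold or more. With the array set as a block 1363 genes differed, all 681 among them. Within replicates 2 and 3 there were 745, and 96.9% of these had the same sign in the first replicates (66.1% over all genes), where 1 sample a day allows no test. The count was 417 without P4 replicate 2, 429 without P4 replicate 3, 415 (208 higher, 207 lower) with a stricter filter on low values, and 209 with the Xist level as a covariate. Of the 25 lists tested, 15 passed, 10 up and 5 down. The calls of 3 held with an estimated correlation (cap mesenchyme, epithelial junction, and loop of Henle and distal tubule). With the array set as a block as well, 6 passed, namely cap mesenchyme (0.0073), epithelial junction (0.0068), renal vesicle, podocyte, Wnt and Notch genes, and the loop of Henle and distal tubule list did not. The renal vesicle list shares genes with the Wnt and Notch lists.

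The second question was how much of this change lay between P3 and P4, the last day labelled cap mesenchyme and the day labelled renal vesicle. Apart from genes with clone, Gm, LOC or accession names, ccdc198 (6.71-fold, log2 2.75, SE 0.26), Dpp4 (5.72-fold, log2 2.52, SE 0.18) and Tfap2b (5.07-fold) had the largest rises. Crym (6.19-fold, log2 -2.63, SE 0.18), Meox1 (3.44-fold) and Olfr1372-ps1 (3.43-fold) had the largest falls. The adjusted p of these 6 genes lay between 5.8e-06 and 0.0025. The same 6 genes led when P4 was set against the value that the straight line through P0 to P3 gives at day 4. The level of ccdc198 lay 2.72 above that value, Dpp4 2.59 and Tfap2b 2.37 above it, whereas Crym differed from it by -2.46, Olfr1372-ps1 by -2.02 and Meox1 by -1.86, with adjusted p up to 0.0029. Of 25 lists tested after the data were seen, 10 passed between P4 and P3, 8 up and 2 down, and 6 in the departure from the line. In the step before, P3 versus P2, 12 passed, 7 up and 5 down. Of these calls 0 held with an estimated correlation, and 3 lists passed with the array set as a block as well. In the renal vesicle list 15 genes had an unadjusted p under 0.05 in limma between P3 and P2, and 10 between P4 and P3. Epithelial junction genes were higher at P4 than at P3 (8 of 21 rose, 15 adjusted over the list alone, adjusted p = 3.7e-24, adjusted p = 0.0028 with an estimated correlation). Of 24 cap mesenchyme genes 7 fell (13 adjusted over the list alone, adjusted p = 2.3e-23, adjusted p = 0.0615 with an estimated correlation, 0.0258 with the array set as a block as well). In the renal vesicle list only 1 of 20 rose and 1 fell (6 and 2 adjusted over the list alone, adjusted p = 0.0328, adjusted p = 0.683 with an estimated correlation), from a list level of 0.63 at P3 to 0.91 at P4. Loop of Henle and distal tubule genes rose in 3 of 10 (3 adjusted over the list alone, adjusted p = 3.1e-07, adjusted p = 0.0280 with an estimated correlation), a call lost with the block as well (0.133).

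The other lists that passed between P4 and P3 lost their call with an estimated correlation, with or without the block. Wnt targets rose in 2 of 12 (2 adjusted over the list alone, adjusted p = 0.0341, adjusted p = 0.683 with an estimated correlation) and proximal tubule genes in 1 of 12 (2 adjusted over the list alone, 0.0037 and 0.264). Podocyte genes rose in 1 of 13 (2 adjusted over the list alone, 0.0211 and 0.493), ureteric bud genes in 1 of 10 (1 adjusted over the list alone, 0.0407 and 0.683) and immediate-early genes in 1 of 21 (1 adjusted over the list alone, 0.0111 and 0.683). The G2/M list was lower (0.0234 and 0.683), with no gene passing in limma, 1 of 24 at unadjusted p under 0.05 and none adjusted over the list alone. In the departure from the line, epithelial junction (adjusted p = 1.0e-19, adjusted p = 0.0063 with an estimated correlation), loop of Henle and distal tubule (2.5e-06 and 0.0442) and immediate-early genes (5.1e-06 and 0.482) lay above it. Cap mesenchyme (4.3e-19 and 0.108), G2/M (0.0014 and 0.686) and S phase genes (0.0042 and 0.686) lay below it. With the array set as a block as well, epithelial junction (0.0112) and cap mesenchyme genes (0.0498) passed, and loop of Henle and distal tubule genes did not (0.253).

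Between P4 and P3, 177 genes passed, 124 higher and 53 lower, and 124 genes departed from the line, 89 above it and 35 below. With the replicate number as a block the counts were 422 and 334, and with the array set as a block 398 and 314. In 1 simulated data set 7.73% and 8.20% of the calls between P4 and P3 under these 2 blocks were false. Within replicates 2 and 3 they were 159 and 127, and 96.2% and 96.9% of these genes had the same sign in the first replicates. The P4 versus P3 count was 99 without P4 replicate 3, 105 without P4 replicate 2, 116 without P3 replicate 1 and 41 with only the 6 samples of these days in the fit, and the departure count was 69 without P4 replicate 3. With the stricter filter the counts were 103 and 73, and with the Xist level as a covariate 15 and 6.

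The third question was how cap mesenchyme itself changed with age. Genes of the renal vesicle list rose. Bmp2, a growth factor of the BMP family, rose from 7.32 ± 0.42 at P0 to 10.03 ± 0.06 at P3 (SD), a slope of 0.96 per day (SE 0.07, limma adjusted p = 7.8e-06). Lhx1 rose by 0.92 per day (SE 0.14), Jag1 by 0.81 (SE 0.09), the sulfate donor synthase Papss2 by 0.77 and the neuropeptide Npy by 0.75. Cdh6 (0.53) and Wnt4 (0.37, adjusted p = 0.0047) rose too. In all 13 of 20 rose, and 16 adjusted over the list alone. The list rose as a set (adjusted p = 5.5e-26), with adjusted p = 0.0620 with an estimated correlation and 0.0074 when the array set was a block as well. The slope of Pax8 was 0.51 (SE 0.13) and did not pass (adjusted p = 0.0507), but it did with the array set as a block (adjusted p = 9.2e-07).

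Progenitor genes were lower at P3 than at P0. The level of the cap mesenchyme list was 0.45 at P0, 0.39 at P1, 0.32 at P2 and -0.21 at P3, so most of its fall came after P2. Over P0 to P2 the list did not pass in camera (adjusted p = 0.0596, and 0.561 with the array set as a block and an estimated correlation). The slope of Meox1 was positive over P0 to P2. The slopes that follow are those of the straight line over P0 to P3. Crym went from 11.91 ± 0.23 at P0 to 10.43 ± 0.17 at P3 (SD), a slope of -0.44 per day (SE 0.06, limma adjusted p = 6.5e-04). Six2 had a slope of -0.40 (SE 0.06, adjusted p = 0.0027), the guidance receptor gene Robo2 of -0.58 (adjusted p = 3.4e-05) and Cited1 of -0.69 (SE 0.15, adjusted p = 0.0195). Of 24 genes of the cap mesenchyme list 10 fell (17 down and 2 up adjusted over the list alone), with adjusted p = 9.4e-10, and adjusted p = 0.19 with an estimated correlation. The Cited1 call ended without P0 replicates 2 or 3 or P3 replicates 2 or 3 (up to 0.0963). That of Meox1 (-0.37) ended without P0 replicates 2 or 3 or P3 replicate 3 (up to 0.0725). Stroma genes fell in 5 of 20, 6 adjusted over the list alone, among them Foxd1 (-0.48), Meis2 (-0.26) and the matrix protein Postn (-0.50). The stroma list had adjusted p = 5.8e-06, and adjusted p = 0.171 with an estimated correlation.

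Cell division genes rose from P0 to P3 in the straight line fit. In the G2/M list 9 of 24 rose, 22 adjusted over the list alone, with adjusted p = 4.7e-24, and adjusted p = 0.0928 with an estimated correlation. The phosphatase Cdc25c rose by 0.24 per day, the mitotic motor Kif11 by 0.27 and Kif23 by 0.22, and the Kif23 call ended without P0 replicate 3 (0.0517). In the S phase list 2 of 24 rose, 9 adjusted over the list alone, with adjusted p = 2.0e-08, and adjusted p = 0.211 with an estimated correlation. These were the ribonucleotide reductase subunit Rrm2 (0.25) and the replication factor Cdc45 (0.17, adjusted p = 0.0488), a call lost without any of 12 samples, all but P0 replicate 2, P2 replicate 1 and P4 replicate 2 (up to 0.169).

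Glycolysis and fetal growth genes fell with age in part of each list. The glycolysis list was at 0.36 at P0, 0.00 at P1, -0.01 at P2 and -0.16 at P3, so most of its fall came between P0 and P1. In the glycolysis list 4 of 16 fell, 6 adjusted over the list alone, with adjusted p = 2.3e-08, and adjusted p = 0.0620 with an estimated correlation. The slopes of Pdk1, Aldoa and Pfkl were -0.51, -0.27 and -0.26. Fetal growth genes fell in 4 of 17 (8 down and 3 up adjusted over the list alone), led by the imprinted genes Mest (-0.32) and Plagl1 (-0.25), with adjusted p = 0.0013, and adjusted p = 0.171 with an estimated correlation. The calls of the list members Peg3 and Plag1 ended without P0 replicates 2 or 3, P1 replicates 2 or 3 or P3 replicates 1 or 3. That of Plag1 ended also without P0 replicate 1, P2 replicate 2 or P4 replicate 1, and its adjusted p reached 0.158. Of 21 immediate-early genes 2 fell, 7 adjusted over the list alone, with adjusted p = 4.3e-05, and adjusted p = 0.341 with an estimated correlation. These were Zfp36 (-0.37) and Btg2 (-0.52), the latter lost without P0 replicates 2 or 3 or P3 replicate 3 (up to 0.0972).

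Signalling and epithelial lists rose with fewer genes. Wnt targets rose in 4 of 12, 4 adjusted over the list alone, among them the cyclin Ccnd1 (0.73) and Lef1 (0.37), with adjusted p = 4.4e-06, and adjusted p = 0.173 with an estimated correlation. Notch genes rose in 3 of 18 (5 adjusted over the list alone), with adjusted p = 1.2e-04, and adjusted p = 0.29 with an estimated correlation. These were Jag1, Hey2 and Nrarp (0.38), and the Nrarp call was lost without P3 replicate 3 (0.05003). In the BMP response list Bmp4 rose by 0.56, alone of 13 (6 adjusted over the list alone), with adjusted p = 2.7e-06, and adjusted p = 0.171 with an estimated correlation. Epithelial junction genes rose in 2 of 21, Cdh6 and Epcam (3 adjusted over the list alone). That list had adjusted p = 0.0050, adjusted p = 0.265 with an estimated correlation, and 0.181 without P0 replicate 2, and the Epcam call was lost without P0 replicate 3 or P3 replicate 2 (up to 0.0597). Podocyte genes rose in 2 of 13, Dach1 (0.37) and Plce1 (0.35), with 2 up and 1 down adjusted over the list alone. The podocyte list had adjusted p = 0.0195, adjusted p = 0.309 with an estimated correlation, 0.055 without P0 replicate 2 and 0.0733 without P3 replicate 3. No Hox gene passed in limma (3 of 17 at unadjusted p under 0.05, none adjusted over the list alone). The Hox list passed downwards at adjusted p = 0.0381, with adjusted p = 0.578 with an estimated correlation, and was lost without P0 replicates 2 or 3, P1 replicate 2, P2 replicate 1 or P3 replicates 1 or 2 (up to 0.237).

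The remaining lists did not pass on the slope, though the mitochondrial list did on leaving out either of 2 samples (adjusted p down to 0.0394). In the FGF response list Etv1 fell (-0.37), alone of 19 (1 up and 3 down adjusted over the list alone, list adjusted p = 0.29), a call lost without any P0 replicate or P3 replicates 2 or 3 (up to 0.103). In the mesenchymal list Tgfbi (-0.54) and Zeb1 (-0.38) fell, of 18 (2 adjusted over the list alone, list adjusted p = 0.315), and the Zeb1 call was lost without P0 replicates 2 or 3 or P3 replicates 1 or 3 (up to 0.0929). No gene of the other lists passed in limma. At unadjusted p under 0.05 there were 1 of 12 proximal tubule genes (list adjusted p = 0.796), 2 of 10 loop of Henle and distal tubule genes (0.29), 1 of 10 ureteric bud genes (0.611) and 1 of 4 endothelial genes (0.845). There were 0 of 6 erythroid genes (0.315), 1 of 3 macrophage genes (0.506), 3 of 19 mitochondrial genes (0.13), 1 of 6 interferon response genes (0.341) and 3 of 14 hormone signalling genes (0.29). Adjusted over the list alone, 1 endothelial, 1 macrophage and 1 hormone signalling gene passed, each falling. The endothelial list had a mean slope of -0.07 against a median of 0.02.

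**Figure D3:**
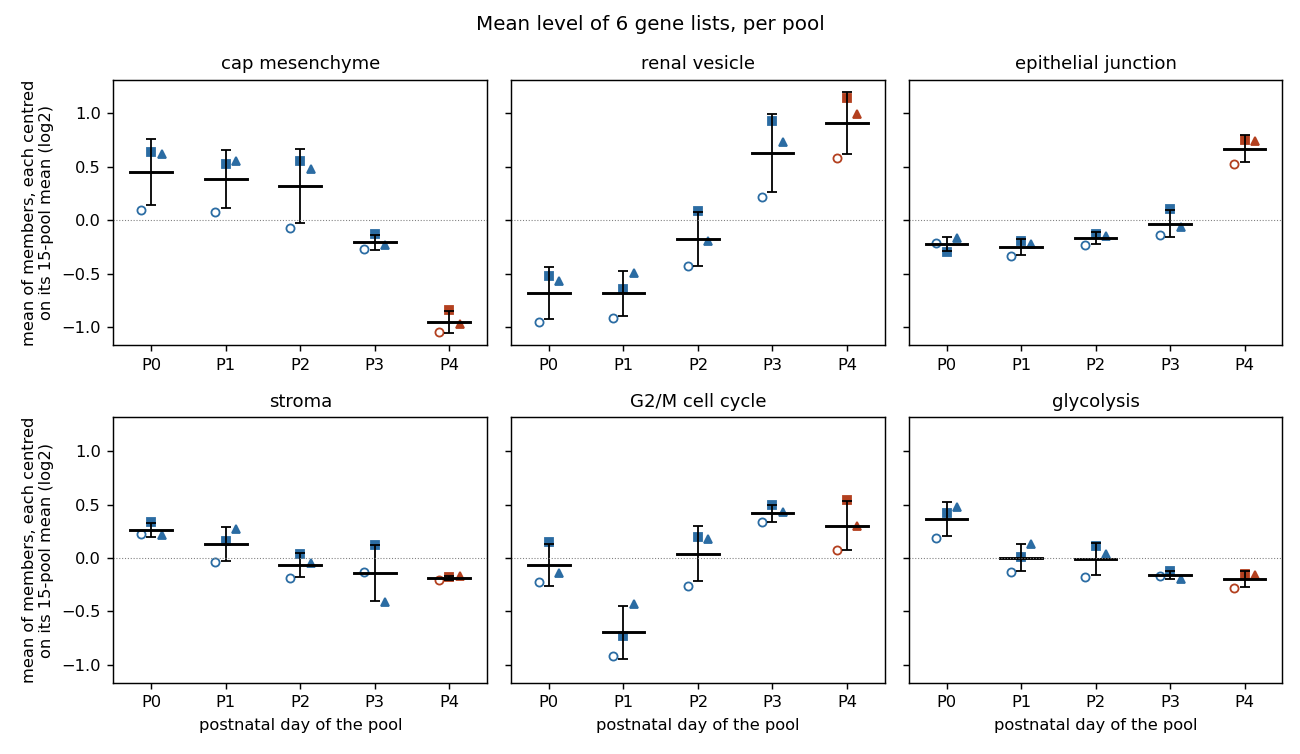
Mean log2 level of the measured members of 6 gene lists (vertical axis, each gene centred on its mean over the 15 pools) by postnatal day (horizontal axis), with 1 symbol for each pool, open for first replicates, and black lines and bars for the mean and SD of the 3 pools of a day. The cap mesenchyme list is lowest at P4 (-0.95), the epithelial junction list highest at P4 (0.67), the renal vesicle list rises from -0.68 at P1 to 0.63 at P3, and the G2/M list is lowest at P1 (-0.69).

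Among all genes, the steepest rises per day beside those above were in the laminin chain Lama4 (0.74), the Notch target Hey2 (0.73), Ap1s2 (0.69) and Clu (0.69). The steepest falls were in the calcium binding protein Ocm (-1.08), Il33 (-0.82), Tsga13 (-0.81), the cadherin Fat3 (-0.73), the prostaglandin dehydrogenase Hpgd (-0.69) and Zim1 (-0.67). The cap mesenchyme list gene Traf1 (-0.62), the retinoic acid binding protein Crabp2 (-0.62) and Cdc42ep3 (-0.61) followed. The call of Clu ended without P3 replicate 3 (adjusted p = 0.0560) and that of Crabp2 without any P0 replicate (up to 0.0627). That of Hey2 ended without any P0 replicate or P3 replicates 2 or 3 (up to 0.0872), and that of Traf1 without P0 replicates 2 or 3 or any P3 replicate (up to 0.0979).

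In all, 372 of 11885 genes had a slope over P0 to P3 that passed in limma, 196 rising and 176 falling, and 228 differed among the 4 days in an F test that assumes no line. With the replicate number as a block the counts were 1009 and 727, and with the array set as a block 918 and 663. Within replicates 2 and 3, 401 genes had a slope, 96.5% of them with the same sign in the first replicates (59.6% over all genes). The slope count was 4 over P0 to P2 and 324 over P1 to P3, alternatives chosen after the data were seen. It was 183 without P0 replicate 3, 229 without P0 replicate 2, 227 without P3 replicate 3 and 210 with the Xist level as a covariate. The F test count was 121 without P1 replicate 2, 126 without P3 replicate 2, 142 without P0 replicate 3, 147 without P3 replicate 3, 149 with median centring, 122 with the Xist covariate and 1098 with array weights. Of 25 lists 14 passed, 8 up and 6 down. None of these calls held with an estimated correlation, but with the array set as a block as well 7 lists passed. These were renal vesicle, Wnt, Notch, BMP response and glycolysis genes (the last 4 at adjusted p = 0.0207), G2/M (0.0352) and fetal growth genes (0.0444). Here too the renal vesicle list shares genes with the Wnt and Notch lists.

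Between adjacent days few genes passed. No gene differed between P1 and P0 in limma (238 at unadjusted p under 0.05, 540 with the array set as a block and 593 with the replicate number). The genes with the smallest p, the linker histone H1f2 (-1.19, SE 0.18), Abi3bp (1.16, SE 0.18) and Cenpf (-0.83, SE 0.14), had adjusted p of 0.109, 0.109 and 0.118, and without P3 replicate 3 2 genes passed. Between P2 and P1 10 genes passed, 7 up and 3 down. Bmp2 (2.69-fold), Lama4 (2.51-fold) and the mitotic motor Kif14 (1.93-fold) led the rises. Ocm (4.31-fold), the Wnt agonist Rspo3 (2.25-fold) and Dock5 (1.83-fold) led the falls. All 6 calls ended without P1 replicate 2 or P2 replicates 2 or 3. Those of Bmp2, Kif14, Lama4 and Dock5 ended also without P1 replicate 1, and those of Bmp2, Kif14 and Dock5 without P1 replicate 3 or P2 replicate 1. That of Dock5 ended also without P0 replicates 2 or 3, P3 replicate 2 or P4 replicate 1, and adjusted p reached 0.0624 for Ocm, 0.1 for Rspo3 and 0.214 for the others. Between P3 and P2 17 passed, 9 up and 8 down. Papss2 (2.85-fold), Bmp2 (2.37-fold) and Cyp1b1 (2.19-fold) rose most, and Il33 (4.34-fold), Tsga13 (3.74-fold) and Meox1 (2.72-fold) fell most. All 6 calls ended without P3 replicates 2 or 3, and all but that of Il33 without P2 replicate 3. Those of Meox1 and Bmp2 ended also without P1 replicate 2 or P2 replicate 2, that of Meox1 without P0 replicate 3, and that of Bmp2 without P0 replicate 1, P1 replicate 3, P2 replicate 1, P3 replicate 1 or P4 replicate 2. Adjusted p reached 0.0717 for Il33 and 0.203 for the others.

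The counts of adjacent days depended on the setting. Without a block, 238, 454 and 575 genes had an unadjusted p under 0.05 in limma for the 3 steps from P0 to P3. Each is under the share of 0.05 of 11885 genes that chance would give, so these counts do not measure evidence for a change. With the replicate number as a block 20 genes differed between P1 and P0, 114 between P2 and P1 and 144 between P3 and P2, and with the array set as a block 19, 103 and 146. Within replicates 2 and 3 they were 0, 1 and 83 in limma, and 1 of 1 and 94.0% of the called genes had the same sign in the first replicates. With quantile normalization they were 3, 46 (39 up and 7 down) and 43. With median centring 2 genes were left for P2 versus P1, both down, and 8 for P3 versus P2. With array weights they were 9, 1176 and 299, and with the Xist level as a covariate 2 for P2 versus P1 and 10 for P3 versus P2. With only the 6 samples of the step in the fit, limma called 0 and 0 genes for P2 versus P1 and P3 versus P2. For P2 versus P1 the count was 0 without P1 replicate 2 or P2 replicates 2 or 3, 2 without P1 replicate 1, 3 without P2 replicate 1 and 23 without P3 replicate 3. For P3 versus P2 it was 1 without P3 replicates 2 or 3, 2 without P2 replicate 3, 10 without P1 replicate 2 or P2 replicate 2, and 55 without P3 replicate 1.

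Over the whole interval, Lhx1 (6.59-fold), Bmp2 (6.58-fold) and Jag1 (5.33-fold) rose most from P0 to P3, and Ocm (7.45-fold), Il33 (5.34-fold) and Tsga13 (4.77-fold) fell most. In all 259 genes differed between P3 and P0, 130 up and 129 down. With the replicate number as a block it was 770, with the array set as a block 716, and within replicates 2 and 3 it was 337, of which 96.7% had the same sign in the first replicates. The count was 138 without P0 replicate 2, 121 without P0 replicate 3, 166 without P3 replicate 2, 144 without P3 replicate 3 and 65 with only the 6 samples of these days.

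Part of the genes that changed with age within cap mesenchyme also differed at P4. The contrast of P4 with the mean of the 4 cap mesenchyme days and the slope over those days both draw on P0 to P3. The products of their weights sum to 0. Both use the same estimate of each gene's spread, so the numbers expected by chance below may be too low. Of 196 genes that rose from P0 to P3, 96 were among the 405 higher at P4, against 6.68 if the calls were independent, and Jag1, Lhx1 and Cdh6 are among them. Of 176 genes that fell, 82 were among the 276 lower at P4, against 4.09, with Crym, Six2 and Il33 among them. Opposite ways went 6 genes, named after their values were seen. Met, the hepatocyte growth factor receptor, Ddah1, Mllt3 and Nell2 fell from P0 to P3 and were higher at P4 (6 expected by chance), and Adam23 and Gpx6 rose and were lower (4.55 expected). Met had a slope of -0.36 and was 0.92 higher at P4, and its calls and those of Ddah1 held on leaving out each of the 15 samples. The slope calls of the others ended without P0 replicate 2 for Nell2 (adjusted p = 0.0589), P0 replicate 3 or P3 replicate 2 for Adam23 (up to 0.0586), P0 replicates 2 or 3 or P3 replicates 1 or 3 for Gpx6 (up to 0.107), and any sample but P3 replicate 2 and P4 replicate 1 for Mllt3 (up to 0.121). The P4 calls ended without P4 replicate 2 for Gpx6 (0.0572) and without P4 replicates 2 or 3 for Mllt3 (up to 0.112).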

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

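The relabellings of this part were set down before their results, and the look at probe sets without a single symbol was chosen after the first results were seen. Probe sets with no single gene symbol took no part in the comparisons of genes, and for that reason they were looked at apart. Of 6883 such probe sets that pass the filter, 20 differed between P4 and cap mesenchyme with limma at an adjusted p under 0.05, 9 higher and 11 lower. Of these, 19 have no symbol and 1 has several, and the log2 differences run from 2.71 to -1.72. The transcripts they measure are not given in the sources used here.

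Sample labels were drawn at random 100 times, the real labelling included, and counts as large as the real one were tallied. For P4 versus cap mesenchyme 3 of 100 labellings called as many genes as the real one (681), the others with 1571 and 853 genes. In both of those the 3 samples called P4 were all first replicates. When labels moved only among samples with the same replicate number, the highest other count was 489, in a labelling that left the 3 P4 samples in place. Among those that moved P4 samples it was 12. For the departure of P4 from the line 2 of 100 had as many as the real count of 124 (highest other 1646), and 3 of 100 within replicate numbers (highest 477, in the labelling with 489, and 195 among those that moved P4 samples). For the slope and for any difference among P0 to P3, labels moved only among the 12 cap mesenchyme samples. For the slope it was 1 of 100, the real one alone (372, against 11 at most, and 40 within replicate numbers). For any difference it was 2 of 100 (228, against 336, and 47 within replicate numbers). When labels moved among all 15 samples, 1 labelling gave 937 genes with a slope, the same that gave 1646 for the departure, and the highest within replicate numbers was 139. Counts of that size point to a structure among the samples.

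Counts of gene lists are less secure. For P4 versus cap mesenchyme 2 of 100 labellings called as many lists as the real one (15, highest other 16), but 10 of 100 did within replicate numbers. For the slope it was 8 of 100 (14, highest other 18) and 5 of 100 within replicate numbers, so chance in how the samples are grouped could give as many called lists. For pairs of days only 10 splits of 6 samples exist, too few for a share under 0.05. The real split was the 1 of 10 with the most genes for P4 versus P3, P2 versus P1, P3 versus P2 and P3 versus P0, with 0 genes in every other split in limma, and all 10 splits gave 0 for P1 versus P0.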

How the results depend on the processing

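The array set as a block, only replicates 2 and 3, the Xist level as a covariate, the array set with an estimated correlation, and the slopes over P0 to P2 and over P1 to P3 were chosen after the results were seen. Results of named genes were counted over the settings. Under the settings written first, 1470 called results kept the call and 67 lost it, and of those not called 90 gained a call and 1385 did not. On leaving out 1 sample 2455 kept it, 305 lost it, 38 gained one and 2647 did not, and none reversed. Under the added settings 498 kept it, 164 lost it, 1 reversed, 64 gained one and 591 did not. Meox1, which fell over P0 to P3, had a slope of 0.0765 (SE 0.12, limma adjusted p = 1.0) over P0 to P2. Changes of scaling moved median differences by 0.03 at most. Adding 16 before logs was not applicable. Except where stated, the cause was not tested.

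The replicate number as a block raised every count of genes: 1435 for P4 versus cap mesenchyme, 422 for P4 versus P3, 334 for the departure from the line, 1009 for the slope, 727 for any difference among P0 to P3, 20 for P1 versus P0, 114 for P2 versus P1, 144 for P3 versus P2 and 770 for P3 versus P0. In the same order the array set as a block gave 1363, 398, 314, 918, 663, 19, 103, 146 and 716. All genes called without a block were called with each. By construction a block removes the difference between sets from the spread. For P4 versus cap mesenchyme the numbers do not pair the samples by the check used, and 11 of 15 samples correlated best with their own number. For the slope and P1 versus P0 the check was passed but did not set numbers 2 and 3 apart. Values of dim genes may lie near background, which was not tested and could limit what can be called.

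With the stricter filter the counts were 415 (208 up, 207 down) for P4 versus cap mesenchyme, 103 for P4 versus P3, 73 for the departure and 18 for P2 versus P1. The Xist covariate gave 209 (148 up, 61 down), 15, 6 and 2 for these, 210 for the slope, 122 for any difference among P0 to P3 and 10 for P3 versus P2. Quantile normalization gave 3 for P1 versus P0, 46 (39 up, 7 down) for P2 versus P1 and 43 for P3 versus P2, and median centring 2 (0 up, 2 down) for P2 versus P1, 8 for P3 versus P2 and 149 for any difference. Array weights gave 9 for P1 versus P0, 1176 for P2 versus P1, 299 for P3 versus P2 and 1098 for any difference. With only the groups of the contrast there were 41 for P4 versus P3, 65 for P3 versus P0, and 0 for P2 versus P1 and 0 for P3 versus P2 in limma. Replicates 2 and 3 alone gave 1 for P2 versus P1 and 83 for P3 versus P2. The slope count was 4 (1 up, 3 down) over P0 to P2 and 324 over P1 to P3.

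Lists called in P4 versus cap mesenchyme were 3 with an estimated correlation, and 6 with the array set as a block as well, which do not include the loop of Henle and distal tubule list of the 3. For the slope they were 0 and 7, and 8 with fry. On leaving out each sample, counts ranged from 417 to 770 for P4 versus cap mesenchyme, 99 to 187 for P4 versus P3, 69 to 127 for the departure, 183 to 381 for the slope, 121 to 225 for any difference, 0 to 2 for P1 versus P0, 0 to 23 for P2 versus P1, 1 to 55 for P3 versus P2, 121 to 261 for P3 versus P0, 12 to 17 for lists at P4 and 11 to 15 for lists on the slope.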

Other observations

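The list tests between adjacent days, all 3 tests of a single share, the P3 pool test for cap mesenchyme genes, the test of why Xist is low and both tests of the first replicates were chosen after the results were seen, and the P3 pool test for renal vesicle genes and the Xist covariate use settings chosen then. G2/M genes dipped at P1. Of 24 G2/M genes, which encode mitotic motors and checkpoint proteins, all 24 were lower at P1 than at P0 (mean log2 difference -0.62, camera adjusted p = 2.7e-57, adjusted p = 0.0083 with an estimated correlation). All 24 were higher at P2 than at P1 (mean 0.73, adjusted p = 4.0e-52, adjusted p = 0.0234 with an estimated correlation). The S phase list did not pass between P1 and P0 (18 of 24 lower, mean -0.07, adjusted p = 0.0956, adjusted p = 0.895 with an estimated correlation), but it was higher at P2 than at P1 (23 of 24, mean 0.28, adjusted p = 5.0e-13, adjusted p = 0.257 with an estimated correlation). Of 16 glycolysis genes 13 were lower at P1 than at P0 (mean -0.36, adjusted p = 9.4e-15, adjusted p = 0.0083 with an estimated correlation). Other lists passed between these days too, among them renal vesicle genes, with 18 of 20 higher at P2 than at P1 (mean 0.51). That list had adjusted p = 9.8e-15, 0.238 with an estimated correlation and 0.0166 with the array set as a block as well. The straight line of the G2/M list over P0 to P3 therefore covers a fall and a larger rise.

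Some genes peaked or dipped at P3, and they were picked after their values were seen. Rnase12, a ribonuclease family gene, went from 7.32 at P0 to 9.14 at P3 and 7.98 at P4. Adam23, Arhgef26, C1qtnf12, Msc and Ptger3 also had their highest level of these days at P3. Met, the hepatocyte growth factor receptor, went from 8.63 to 7.68 and then 9.04, and Ddah1 and Frem1 were lowest at P3 as well.

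Cap mesenchyme genes fell and renal vesicle genes rose from P0 to P3. A growing share of cells with the P4 profile could give this, but a fixed profile sets 1 share for every gene. Of 32 genes that rise 4-fold or more from P0 to P4, 10 lay away from the P3 level that the best share (33.5%) gives, against a limit of 3 (among them ccdc198 by -1.53, SE 0.23, Dpp4 by -1.34, SE 0.16, and Bmp2 by 1.68, SE 0.19), and the part of their rise reached at P3 had quartiles of 18.3%, 38.6% and 53.7% (ratio 2.93, limit 3) and ran from 0.00162 for Tspan8 to 1.77 for Bmp2. Of 32 members of the cap mesenchyme and renal vesicle lists 4 lay away from the level of their own best share (68.3%), Bmp2, Itga8, Robo2 and Dkk1, against a limit of 3. Both counts lay above their limits and argue against 1 share for every gene, but these tests were chosen after the results were seen. The quartile ratio came first, and both counts were added after its value was seen. Bmp2 is in both counts, and Itga8 lay away by 0.56 (SE 0.17). Of the 10 rising genes, 4 lay above and 6 below. Some of those below were dim at P3 (ccdc198 5.71, Tfap2b 6.06, Tspan8 6.11), but others were brighter (Dpp4 6.74, Sim1 7.25, Lama1 7.82). The 4 above were not dim at P3 (Papss2 8.92, Npy 10.02, Bmp2 10.03, Ccnd1 11.61). The quartile ratio stayed under its limit. Genes at P3 beyond both P0 and P4 numbered 9 against a limit of 10 set beforehand (37 with the array set as a block). The 4 list members lay close to their limit of 3 and weigh little. The 10 rising genes that lay away argue against a growing share of cells with the P4 profile as the whole cause, for the genes they cover. Such a share may still give part of the change, which was not tested. A share of cells with a profile between those of P0 and P4 was not tested either.

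The P3 pools alone may also give the pattern. The renal vesicle list already rose over P0 to P2 (shift 0.26, camera adjusted p = 0.0198 with the array set as a block and an estimated correlation), so its rise is not due to the P3 pools alone, but for the cap mesenchyme list that test gave 0.561 (shift -0.05), and its fall may rest on P3. Age, which the days name, stays open as a biological explanation.

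Xist was low in every P4 sample, at 5.13 to 5.92. P4 pools with few or no female kidneys could explain it, and 2 of 12 cap mesenchyme samples were as low (P0 replicate 1 at 5.24 and P1 replicate 2 at 5.27, the others at 9.83 or more). Y-linked genes lay above every cap mesenchyme sample with high Xist in 2 of 3 P4 samples (P4 7.61 to 8.19, those 4.99 to 8.02). In P4 replicate 3 they were at 7.61, close to the median of those samples (7.53). All P4 samples lay below the 2 cap mesenchyme samples with low Xist (P0 replicate 1 at 8.42 and P1 replicate 2 at 8.48). Values on both sides leave few or no female kidneys open as an explanation. No test here could decide on a loss of Xist with compartment or age, which stays open for the P4 samples. The sex make-up of the pools does not account for the P4 differences as a whole, since with the Xist level as a covariate the differences of 680 genes had a slope of 0.972 on those without it and 100% kept their sign, while the median SE rose from 0.1402 to 0.205 and 209 genes passed, 208 of them shared.

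The first replicate of every day stood apart from the other replicates. Scaling or a compressed range shared by all probe sets of an array would vanish with quantile normalization, but 5173 genes still differed after it. This argues against such a shared distortion as the whole cause. A compression that differs between probe sets could remain after this step, so it stays open. Before it, 4026 of the 5048 differing genes were lower in the first replicates and 1022 were higher. The median difference of the first replicates was -0.12 over the genes with the highest means and -0.004 over those with the lowest, which a compressed range could give. Cells of another type in these pools could raise marker lists, and of 8 such lists the highest median difference was 0.230 (macrophage, 3 genes), with a mean of 0.09 and 0.41 at 2 SE above it, whereas podocyte genes had -0.31. With so few genes this stays open, as do cell types without a list here. The design gives no biological explanation to test, and the labels give no date or batch.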
